A study of Homo sapiens with 6 samples.

How the data were processed

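The samples were 6 RNA-seq libraries of HCT116, a human colorectal carcinoma cell line. Per the labels, 3 libraries came from cells given a control short interfering RNA (si-NC) and 3 from cells given a short interfering RNA against STRIP2 (si-STRIP2). Short interfering RNAs are duplexes whose guide strand directs the cutting of a matching transcript. Per the labels' protocols, total RNA was extracted with TRIzol, poly(A) RNA was selected with oligo(dT) beads, and directional libraries were prepared. The labels give each library a number within its group and do not say whether the libraries of a group came from separate cultures.

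The authors deposited a table with 61806 rows, each an Ensembl gene, and 0 rows named no gene. Of these rows, 21617 carried the Ensembl identifier in place of a symbol. Per the file headers, the table holds a raw count and an FPKM value for each gene in each library, with an exonic size per gene. The deposited counts were whole numbers with a different total in each library. The deposited FPKM values (fragments scaled by exonic size and by the library total) were recomputed from the counts, the size and the column total, and differed from that recomputation by at most 0.005, which is their rounding to 2 decimals. The aligner, the counting tool, the annotation release, the genome build and the use of strand in counting are not stated in the labels or the headers. Of the genes in the table, 58254 were matched by identifier to GENCODE release 29 on GRCh38. All of the matched genes (100%) lay on the same chromosome, 71.5% had the same start and end, and 89.6% had the same start or the same end. Coordinates of genes are those of the deposited table, and coordinates of short sequences are from GENCODE 29 on GRCh38.

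The total counts ranged from 17184963 to 21721218 per library. A gene at 3 counts in a library of this size is at the limit of what can be told from 0, and the counts of lowly expressed genes limit the precision of their fold changes.

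Main tests were run in R 4.3.3 with edgeR 4.0.16. The design had been written for FPKM values, with the provision that edgeR would be used if the table held raw counts. It did, so edgeR took the place of limma. Genes were kept by filterByExpr (minimum count 10), which left 15687 genes holding 99.8% of all counts. Libraries were scaled by TMM, a quasi-likelihood negative binomial model was fitted with group as the only term, and the 2-sided quasi-likelihood F test was adjusted by the Benjamini-Hochberg procedure over the genes tested. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. A gene was called when its adjusted p was under 0.05, and counts were also made of called genes with at least a 2-fold change. Adjusted p-values of genes are from this edgeR test unless another tool is named.

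Gene lists were tested with camera in its pre-ranked form, from limma 3.58.1, on the signed z scores of the edgeR test, 2-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 15 lists. The same test was run on the KEGG pathway terms that the deposited table gives for each gene, for terms with 10 to 500 tested members. Both were repeated with fry, and the lists also with camera using the correlation estimated from the data. Single values of the libraries were compared with an exact 2-sided permutation test, whose smallest p for 3 against 3 is 0.1.

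The groups, the tests, the 15 gene lists, the alternatives except those named as added, and the rule for the genes named in the text were chosen before the data were examined. The rule names, among others, STRIP2, LCN2 and 10 genes of ferroptosis. It adds the 5 largest rises and 5 largest falls among called genes with a symbol, a mean of at least 5 FPKM in the higher group and groups that did not overlap. It also adds, for each list with a camera adjusted p under 0.05, the 3 members with the smallest adjusted p. Some genes that the rule covers are not reported here. Genes outside the rule are named as chosen after their values were seen.

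The scripts were tested on simulated data. Counts for the 15687 tested genes were drawn with 200 genes changed by known folds of at least 2. The edgeR test recovered 94.5% of the changed genes with the right sign, and 6.90% of its calls were unchanged genes. With no gene changed, it called 1 gene. Genes called in the data had a median absolute log2 fold change of 0.38, so these rates do not describe most real calls. Noise was drawn independently for each library, so the simulation cannot show whether the replicates were independent. A search of 3′ UTR words (below) ranked a planted word first among all words over 11527 genes, and the comparison of site kinds recovered -0.286 for a planted log2 shift of -0.3.

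For the closing observations, every 7-base word was scored over the 3′ UTRs of 11527 genes with a mean of at least 1 log2 CPM. The 3′ UTR was that of the longest protein-coding transcript of each gene in GENCODE 29 with a 3′ UTR of at least 50 bases. The log2 fold change was adjusted for 3′ UTR length, expression level and dinucleotide content, converted to normal scores, and compared between genes with and without each word present in at least 100 genes. The statistic was set against 100 permutations of the genes. GC content came from the longest transcript and was available for 98.3% of tested genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for this part, and matplotlib 3.10.9 for figures.

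Alternatives covered the filter on low counts, scaling by median ratios, DESeq2 1.42.0 with its own size factors and filter, limma-trend on log2(FPKM + pseudocount) with pseudocounts of 1, 0.1 and 0.01, TPM, TMM, median-ratio and quantile scaling of FPKM, eBayes without trend or with the robust option, the replicate number as a block, leaving out each library, other thresholds, and fry. Those added after the data had been seen were scaling by library totals only, removal of the mitochondrial genes, a GC and length offset, a test against a 1.2-fold change, both lists without a named member, and pathway terms limited to protein-coding genes.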

Results

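RNA-seq was performed on HCT116 cells 3 times with a control short interfering RNA and 3 times with one against STRIP2, which encodes a subunit of the STRIPAK phosphatase and kinase complex. The title of the series names LCN2, the gene of the secreted iron-carrier protein lipocalin 2, and ferroptosis, a form of cell death driven by iron-dependent lipid peroxidation. The comparison asked which transcripts differed in level between si-STRIP2 and si-NC cells. The total counts of the control libraries were 21721218, 17310486 and 17184963, and those of the si-STRIP2 libraries were 18778970, 17482766 and 17222737. The share of counts from mitochondrial genes was 7.01% ± 2.01 (SD, n = 3) in si-NC and 6.00% ± 0.287 (SD, n = 3) in si-STRIP2 (exact permutation test, 2-sided, p = 0.5, where 0.1 is the smallest p that 3 against 3 allows). The TMM factors lay between 0.990 and 1.01.

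The libraries resembled one another more within groups than between them. The Pearson correlation of log2(FPKM + 1) across the tested genes ranged from 0.996 to 0.997 over the 6 pairs within groups and from 0.983 to 0.985 over the 9 pairs between groups. These are correlations across genes, which are not independent replicates. Chi-square per degree of freedom, which is 1 when libraries differ by counting noise alone, was 2.15 to 16.9 within groups and 36.6 to 43.1 between groups. No pair within a group agreed within sampling noise. The si-STRIP2 pairs lay between 2.15 and 2.28, and the si-NC pairs between 4.96 and 16.9. The highest was that of si-NC 2 and si-NC 3, whose mitochondrial shares of counts were 4.88% and 8.88%. The measure was not computed without the mitochondrial genes. The biological coefficient of variation was 0.0388, the square root of the common dispersion over all tested genes.

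The targeted gene was examined first. STRIP2 (ENSG00000128578, chromosome 7, 129434432 to 129488399, plus strand) had FPKM values of 3.19, 3.77 and 3.81 in the control libraries and of 2.71, 2.53 and 2.58 in the si-STRIP2 libraries. The mean was 3.59 ± 0.347 in si-NC and 2.61 ± 0.0929 in si-STRIP2 (SD, n = 3), so that 72.6% of the control level remained. The log2 fold change was -0.46 with a standard error of 0.083 (edgeR adjusted p = 1.62e-05), and every si-STRIP2 library lay below every si-NC library. The alternative that moved this value most was limma on log2(FPKM + 1), which gave -0.35. The fall was smaller than that of 1808 other called genes.

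LCN2 (ENSG00000148346, chromosome 9, 128149071 to 128153453, plus strand) had 218, 178 and 174 counts in the control libraries and 17, 9 and 11 counts in the si-STRIP2 libraries. Its FPKM was 6.36 ± 0.0764 in si-NC and 0.430 ± 0.128 in si-STRIP2 (SD, n = 3), a level of 6.76% of the control. The log2 fold change was -3.87 with a standard error of 0.185, a 14.6-fold lower level (edgeR adjusted p = 2.70e-18). The difference was larger than the spread within either group. Only 2 called genes had a lower log2 fold change. The fitted value on log2(FPKM + 1) was -2.37, since a pseudocount of 1 is above the level that LCN2 had in si-STRIP2 cells.

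**Figure D1:**
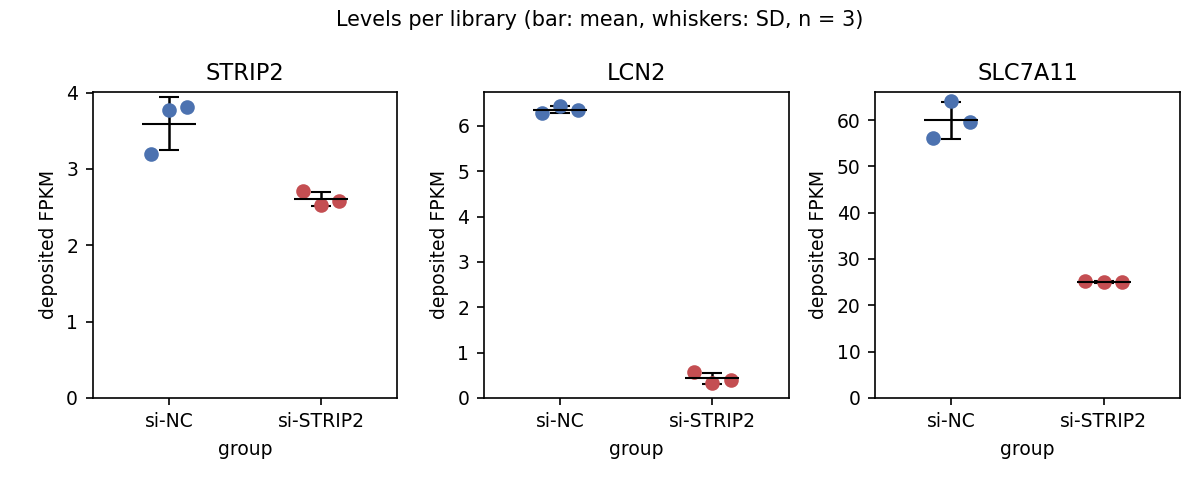
Deposited FPKM (vertical axes, starting at 0) of STRIP2, LCN2 and SLC7A11 in the si-NC and si-STRIP2 groups, with a point per library, a bar at the mean and whiskers of 1 SD (n = 3). The si-STRIP2 means are 72.6% of control for STRIP2, 6.76% for LCN2 and 41.7% for SLC7A11, and in none of the 3 genes do the groups overlap.

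Across the transcriptome, 8599 of 15687 tested genes (54.8%) were called by edgeR at an adjusted p under 0.05. Of these, 4359 were higher and 4240 lower in si-STRIP2 cells. The median absolute log2 fold change of the called genes was 0.38, and 2493 of them changed by less than 1.2-fold. A change of at least 2-fold was found for 701 called genes, 245 higher and 456 lower. With the further condition of a mean of at least 5 FPKM in either group, 101 genes remained, 24 higher and 77 lower. The FPKM values of the groups did not overlap for 58.6% of tested genes, where chance gives 10%. Among the choices made beforehand, an FPKM filter of at least 5 in 3 libraries gave the lowest number of calls, 5002, on 6955 genes tested. The count of genes with a 2-fold change depended more on the method, and was 96 under limma with the robust option on log2(FPKM + 1). Without si-NC replicate 3, the number of genes that were at least 2-fold higher was 371 in place of 245.

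**Figure D2:**
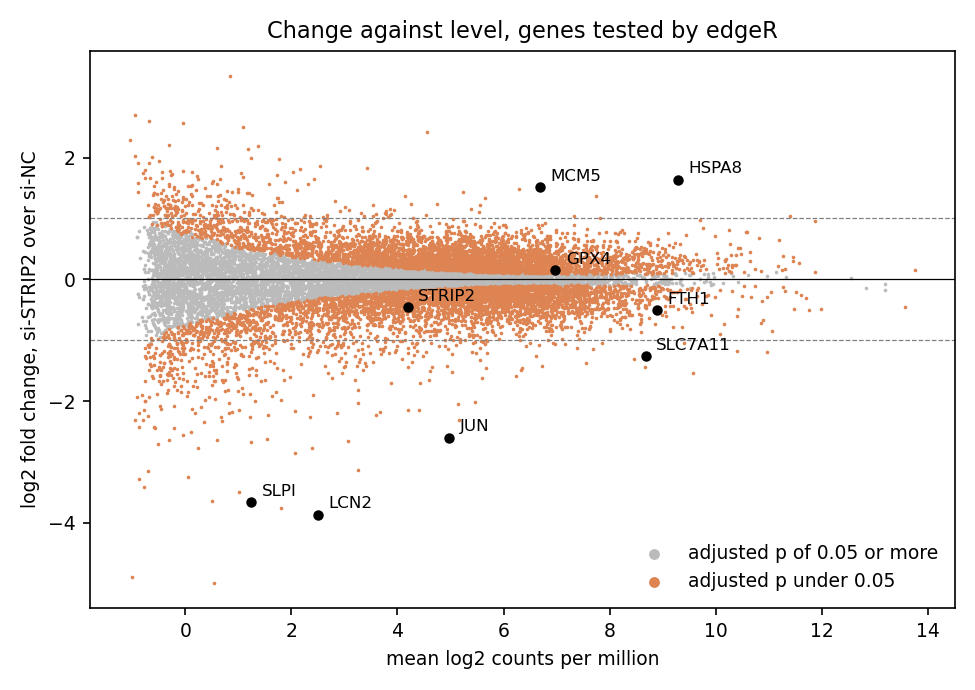
Log2 fold change of si-STRIP2 over si-NC (vertical axis) against the mean log2 CPM (horizontal axis) for the 15687 genes tested by edgeR, with called genes in orange, other genes in grey and dashed lines at a 2-fold change. LCN2 lies at -3.87 and STRIP2 at -0.46, among 4240 called genes that were lower.

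The largest falls under the rule were those of LCN2, SLPI, SPRR2D, JUN and IL20RB. SLPI fell from 6.84 ± 0.241 to 0.537 ± 0.117 FPKM (log2 fold change -3.66, standard error 0.273, edgeR adjusted p = 1.94e-13). SPRR2D had a log2 fold change of -2.85 (standard error 0.198) and JUN of -2.60 (standard error 0.082), with edgeR adjusted p-values of 3.30e-14 and 3.11e-23. JUN went from 14.8 ± 0.786 to 2.42 ± 0.454 FPKM (SD, n = 3). IL20RB had a log2 fold change of -2.31, but genes that overlap it, NCK1 among them, held 136% as many counts, and the use of strand in counting is not stated. The largest rises were those of SNORA11F, HSPA8, MCM5, UNG and MCM4. HSPA8 rose from 62.51 ± 2.503 to 194.71 ± 8.336 FPKM (log2 fold change 1.64, standard error 0.046, edgeR adjusted p = 3.40e-24), and its 17 annotated pseudogenes held 0.0637% as many counts. MCM5 rose by 1.51, UNG by 1.48 and MCM4 by 1.37 on the log2 scale, with edgeR adjusted p-values of 3.64e-24, 4.29e-23 and 4.02e-24. Genes that overlap UNG held 15.02% as many counts. The value of SNORA11F, a log2 fold change of 1.77, is uncertain, since this 128-base gene lies within NUDT13, which held 520% as many counts, and a poly(A) library does not select small nucleolar RNAs.

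Of the 10 ferroptosis genes, 9 were called at an adjusted p under 0.05 over all genes tested, and 9 when adjusted over the list alone. Calls were common at such levels, since 5002 of 6955 genes were called with the filter of at least 5 FPKM in 3 libraries. All 10 genes pass that filter, so the count of 9 does not by itself set the list apart. SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349, minus strand), the gene of the cystine importer, had the largest change. Its FPKM was 59.9 ± 4.00 in si-NC and 25.01 ± 0.147 in si-STRIP2 (SD, n = 3), with a log2 fold change of -1.26 and a standard error of 0.043 (edgeR adjusted p = 2.48e-22). The 3′ UTR of SLC7A11 holds the sequence CTGAATTA (GENCODE 29 on GRCh38, chromosome 4, 138166122 to 138166129, exon 12), which also occurs in the coding region of STRIP2 (chromosome 7, 129454519 to 129454526, exon 7). The 3′ UTR of STRIP2 holds its first 7 bases, CTGAATT. FTH1 (log2 fold change -0.50), HMOX1 (-0.41), ACSL4 (-0.36), AIFM2 (-0.30) and SLC3A2 (-0.15) were lower. TFRC (0.19), GPX4 (0.14) and NCOA4 (0.14) were higher. FTL was not detectably changed, at 0.047 with an edgeR adjusted p of 0.356. Among the called genes of this list, the changes of TFRC, GPX4, NCOA4 and SLC3A2 were under 1.2-fold. The call of GPX4 was lost without si-STRIP2 replicate 1 (edgeR adjusted p = 0.0592), and its adjusted p over the 26 alternatives ranged from 0.00399 to 0.334. AIFM2 is uncertain, since the overlapping gene MACROH2A2 held 227% as many counts. FTH1 and FTL have 25 and 16 annotated pseudogenes, which held 0.986% and 0.140% as many counts as their parent genes. The largest effect of an alternative on this list was that of TPM scaling, under which 5 of the 10 genes were called by limma.

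The 15 gene lists were tested as sets. Camera with the preset correlation gave an adjusted p under 0.05 for 7 lists, a pair of which was higher in si-STRIP2 cells. Of the genes of the G1/S transition and DNA replication, 31 of 35 were higher, with a median log2 fold change of 0.45 (camera adjusted p = 6.26e-13). Of the G2/M genes, 29 of 32 were higher, with a median of 0.26 (camera adjusted p = 9.20e-09). The interferon response had a median log2 fold change of -0.58, with 26 of 30 genes lower (camera adjusted p = 0.000179). All 8 epithelial markers were lower, with a median of -0.39 (camera adjusted p = 0.000646). The ATF4 and amino acid response list had a median of -0.16, with 20 of 31 lower (camera adjusted p = 0.00116). NF-kB targets had a median of -0.20 with 16 of 22 lower, and YAP and TEAD targets a median of -0.13 with 14 of 23 lower (camera adjusted p = 0.0236 for each). The call of the NF-kB list rested on LCN2, a member of it, since without LCN2 its camera adjusted p was 0.0677. Over the 27 alternatives for this list, the camera adjusted p ranged from 9.20e-05 to 0.318. The interferon list and the YAP and TEAD list lost their calls with the filter of at least 5 FPKM (camera adjusted p = 0.0750 for each). Over the 26 alternatives, the camera adjusted p ranged from 1.33e-06 to 0.0750 for the interferon list and from 1.37e-05 to 0.0750 for the YAP and TEAD list.

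The other 8 lists did not pass. Ferroptosis suppressors had a median of -0.15 with 17 of 27 lower (camera adjusted p = 0.0677), and ferroptosis drivers a median of -0.090 with 19 of 31 lower (camera adjusted p = 0.326). SLC7A11 and LCN2 had the smallest edgeR adjusted p among the suppressors, and that list was not tested without them. SLC7A11 was also first among the NRF2 targets. The camera adjusted p was 0.0969 for NRF2 targets (median -0.24) and 0.0969 for the STRIPAK complex (median -0.11). It was 0.281 for glutathione-based lipid peroxide defence (median 0.099), 0.311 for p53 targets (median -0.080), 0.489 for mesenchymal markers (median -0.33) and 0.874 for cholesterol synthesis (median 0.033). Of these lists, ferroptosis suppressors passed under 7 alternatives, NRF2 targets under 3 and p53 targets under 2. NRF2 and p53 targets passed only with no filter, the filter of at least 0.1 FPKM or DESeq2. These settings kept 20391 or 32799 genes, against 15687 in the main test. The outcome for the lists depended on the test more than on any other choice. Under fry, 14 lists passed, the 7 above in the same direction, and the list that did not was cholesterol synthesis. Under camera with an estimated correlation, 0 lists passed after adjustment, the lowest adjusted p being 0.0766 for the G1/S list, and 6 lists had an unadjusted p under 0.05.

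**Figure D3:**
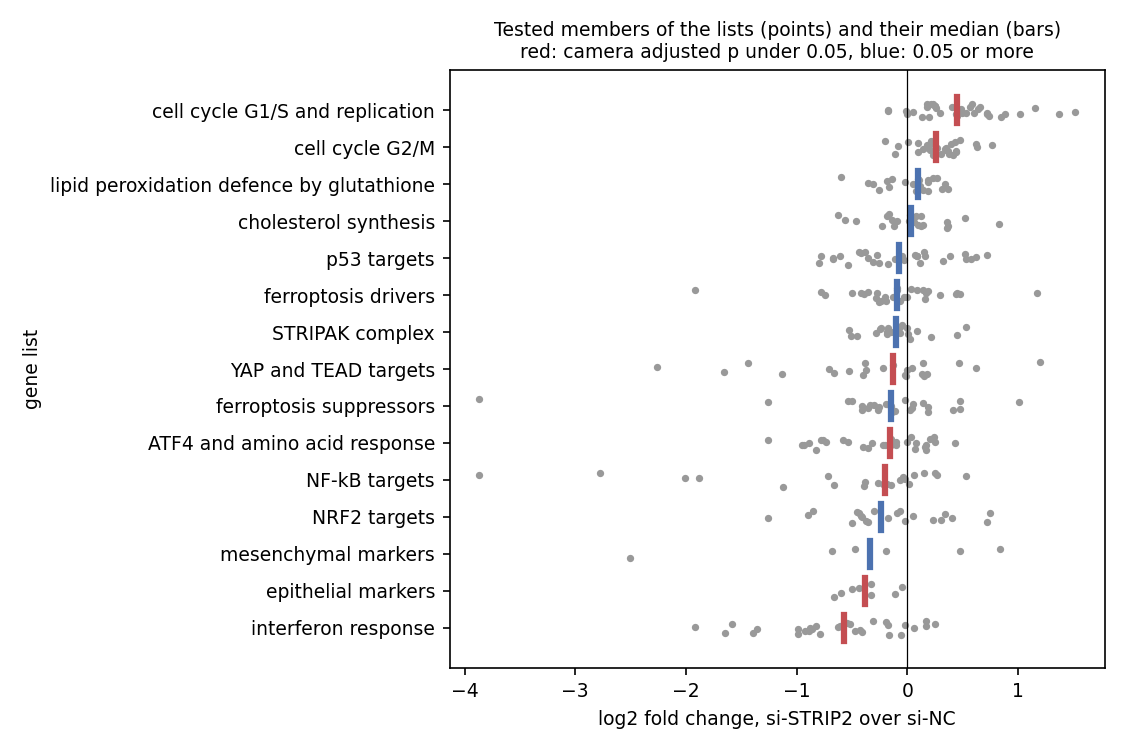
Log2 fold change of si-STRIP2 over si-NC (horizontal axis) for the tested members (points) of the 15 gene lists (vertical axis), with a bar at each median, red where the camera adjusted p is under 0.05 and blue otherwise. Medians run from -0.58 for the interferon response to 0.45 for the G1/S and replication list.

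The 3 members with the smallest adjusted p were examined for each of the 7 lists. In the G1/S list these were MCM5, MCM4 and MCM3, and MCM3 doubled from 41.1 ± 1.09 to 83.2 ± 2.23 FPKM (SD, n = 3). In the G2/M list they were KIF20A (log2 fold change 0.77), CCNA2 (0.62) and TTK (0.63), where genes overlapping KIF20A and CCNA2 held 156% and 82.3% as many counts. In the ATF4 list they were SLC7A11, CEBPG (-0.82) and TRIB3 (-0.76). In the interferon list they included SAMD9 (-0.99) and PARP9 (-0.54), with overlapping genes at 135% of the counts of PARP9. In the NF-kB list they were LCN2, IER3 (-0.67) and CXCL8 (-2.78), and CXCL8 fell from 3.43 ± 0.276 to 0.50 ± 0.095 FPKM. In the YAP and TEAD list they were GADD45A (-1.13), CCN1 (-1.66) and ASAP1 (-0.53). The epithelial markers were CDH1 (-0.60), OCLN (-0.66) and CLDN7 (-0.44), with overlapping genes at 26.1% of the counts of CLDN7. The edgeR adjusted p of these genes was at most 5.83e-08, the value of PARP9.

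Of 320 pathway terms tested, 39 passed by camera at an adjusted p under 0.05, of which 18 were higher and 21 lower in si-STRIP2 cells. The terms with the smallest adjusted p were Spliceosome (133 of 175 genes higher, median log2 fold change 0.20, camera adjusted p = 6.39e-08), DNA replication (31 of 34 higher, median 0.30, camera adjusted p = 1.01e-06) and Base excision repair (31 of 38 higher, median 0.31, camera adjusted p = 0.000112). The first term in the other direction was Cell adhesion molecules (56 of 74 lower, median -0.32, camera adjusted p = 0.000647). The term Ferroptosis had a median of -0.18, with 30 of its 46 tested genes lower (camera adjusted p = 0.0331). The deposited annotation places 117 genes under that term, 51 of which are protein coding in GENCODE 29. With terms limited to protein-coding genes, 43 of 321 passed, 38 of them shared with the full set. Under fry 258 terms passed, and all 39 were among them in the same direction.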

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

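Results were recomputed under 30 alternatives chosen beforehand and 7 chosen after seeing the data. STRIP2 stayed lower with an adjusted p under 0.05 under each of its 25 alternatives, with log2 fold changes from -0.54 to -0.35. LCN2 did so under each of its 26, from -4.12 to -2.37, and SLC7A11 from -1.30 to -1.19. STRIP2 was not tested with the filter of at least 5 FPKM, which it does not pass. No gene called in the main test was called in the other direction under any alternative for which calls were compared. The median log2 fold change of tested genes stayed between 0.0021 and 0.046.

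Filters changed the number of genes tested, and the counts moved with it. With no filter on low counts, 400 genes were at least 2-fold higher and 89 pathway terms passed, and with a filter of 0.1 FPKM these were 387 and 70. At 1 FPKM, 316 genes changed by at least 2-fold, 96 higher and 220 lower. At 5 FPKM, 5002 genes were called, 2462 higher and 2540 lower, and 97 changed by at least 2-fold, 19 higher and 78 lower, so that 19.6% of these were higher against 245 of 701 in the main test. Under DESeq2, 88 terms passed.

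Limma on log2(FPKM + pseudocount) called fewer genes with a 2-fold change, as the pseudocount and the filter of at least 1 FPKM shrink or remove low genes. A pseudocount of 1 gave 103 such genes (30 higher, 73 lower) and 24 pathway terms, a pseudocount of 0.1 gave 276 (96 higher, 180 lower) and 25 terms, and 0.01 gave 322 (113 higher, 209 lower) and 25 terms. TMM scaling of FPKM gave 101 (26 higher, 75 lower) and 15 terms, and median ratios gave 101 (26 higher, 75 lower) and 15 terms. Quantile scaling gave 103 (25 higher, 78 lower, or 24.3% higher) and 20 terms. Without the trend there were 102 (29 higher, 73 lower) and 13 terms, and with the robust option 96 (24 higher, 72 lower) and 24 terms. TPM scaling lowered the total as well, to 5281 calls (2820 higher, 2461 lower), 233 of them at least 2-fold (93 higher, 140 lower), with 11 terms and 5 of the 10 ferroptosis genes. The cause was not tested for the terms or for TPM.

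A limit of 1.5-fold in place of 2-fold gave 2267 genes by construction. The added test against a 1.2-fold change called 3723 genes, 1780 higher and 1943 lower. Fry passed 14 gene lists and 258 pathway terms, and camera with an estimated correlation passed 0 lists, against 7 lists and 39 terms in the main test. Fry asks whether a list changed at all and camera whether it changed more than other genes, and most genes here changed. The median correlation of libraries within groups, 0.997 in the main setting, was 0.994 and 0.992 with pseudocounts of 0.1 and 0.01, and that between groups, 0.985, was 0.980 and 0.975, as low genes then weigh more.

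Each library was left out in turn, in 6 fits. Calls ranged from 7690 to 8494, of which 7437 to 7953 were among the 8599. Genes with a 2-fold change ranged from 763 to 857, and those higher among them from 239 to 371, the latter without si-NC replicate 3. Gene lists ranged from 7 to 8 and pathway terms from 28 to 54. The median log2 fold change ranged from -0.26 to -0.11 for the NF-kB list and from -0.18 to -0.078 for the YAP and TEAD list. It ranged from -0.093 to -0.049 for ferroptosis drivers and from -0.44 to -0.12 for mesenchymal markers. The median of the cholesterol list, not past the threshold in any fit, ranged from 0.0042 to 0.072, and its camera direction was down in the fits without si-NC replicate 3 (0.0096) and without si-STRIP2 replicate 2 (0.0042).

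The direction of the cholesterol list by camera was also down under DESeq2 (median 0.024). FTL was lower under quantile scaling (-0.14, limma adjusted p = 0.00550) and under the GC and length offset (-0.039). Its adjusted p over the 26 alternatives, by edgeR, DESeq2 or limma, ranged from 0.00550 to 0.633. The cause was not tested. In all, 30 results for single genes and lists changed: 13 weaker, 12 stronger and 5 reversed, against 1269 that did not. Among the weaker were GPX4 under 4 alternatives and the NF-kB list under 3, and among the stronger were the ferroptosis suppressors under 7.

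The replicate numbers did not pair the libraries, as the correlations of deviations from the group means for the same number were -0.086, -0.013 and -0.072. With the replicate number as a block, edgeR called 8293 genes, 8258 of them among the 8599, and 708 with a 2-fold change. In that fit 54 pathway terms passed, against 39 in the main test. The blocked limma fit on TMM-scaled FPKM gave 105 genes with a 2-fold change (29 higher, 76 lower) and 14 pathway terms, close to its fit without the block, with NCOA4 past the threshold in the latter only (0.13, limma adjusted p = 0.0559 with the block). The adjusted p of NCOA4 over its 26 alternatives, by edgeR, DESeq2 or limma, ranged from 8.93e-05 to 0.138.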

Other observations

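The tests of the NF-kB list without LCN2, of a 1.2-fold limit, of the kinds of seed site, of words in held-out genes, and both tests of SLC7A11 were chosen only after the results they bear on had been seen. The lists of MAPK, heat shock and unfolded protein response genes were written after the values of single genes had been looked at, and before the lists were tested.

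The grouping of the libraries was tested by exact counts. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, as many with a 2-fold change, as many gene lists and as many pathway terms, and it was the real one for each. The 9 other splits called 0 genes, with 86 to 307 at an unadjusted p under 0.05, and passed up to 5 gene lists and up to 8 pathway terms. Each of them sets libraries of both treatments on both sides. The treatment difference then adds to the spread within the sides and remains in part between them, so these counts do not show what libraries without a treatment difference would give. Of the 7 lists that passed, only that of NF-kB targets had a p as low in another split, in 1 of the 9. With 3 against 3, the share of splits cannot fall under 0.1, so chance and treatment cannot be told apart by this count alone.

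Calls on more than 1 in 2 tested genes invite technical explanations. A smooth trend on GC content and length, removed from each library, left 8521 calls, 7748 of them among the 8599, which argues against such a trend as the whole source. Across genes, the rank correlation of the log2 fold change with GC content was 0.14 and with gene size -0.076, and genes are not independent replicates. Without the mitochondrial genes, whose share varied between libraries, 8588 genes were called. What stays open is the nature of the replicates. The biological coefficient of variation of 0.0388 is low, and against a 1.2-fold change 3723 genes were called. If the 3 libraries of a group came from a single transfection, changes of any size could reflect differences between cultures. The adjusted p-values would then measure only the spread between libraries of the same culture. The labels do not say, so such differences cannot be told apart from an effect of STRIP2.

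STRIP2 kept 72.6% of its control level while 1808 called genes fell further, which raises the question whether transcripts other than STRIP2 were silenced directly. A guide strand can lower transcripts whose 3′ UTR matches its bases 2 to 8. Of 15845 words of 7 bases, CTGAATT had the lowest statistic, -7.89, and TGAATTA the next, -7.13, while the lowest of 100 permutations was -4.82. The permutations alone do not single out a seed, since 3 AU-rich words (TTATTTA, TATTTAA and TATTTAT, -4.96 to -4.84) were also below them and 32 words were above them, up to 5.74 against 4.80. Together CTGAATT and TGAATTA spell CTGAATTA, the shape of a full seed match followed by A. This 8-base sequence occurs in 2 of the 3 STRIP2 transcripts of GENCODE 29, in the coding region of exon 7 (chromosome 7, 129454519 to 129454526, GRCh38), within GAGACCTTCCGCACTGAATTA. Of all 8-base words, 8.23% occur in a STRIP2 transcript, so its presence there alone is weak evidence. The 3′ UTR of STRIP2 also holds CTGAATT, not followed by A. The sequence of the short interfering RNA was not used here.

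The kinds of site were graded. The 538 genes with CTGAATTA in the 3′ UTR had a median log2 fold change of -0.19 and 72.7% of them were lower. Their mean, adjusted for 3′ UTR length, expression level and dinucleotide content, differed from that of the 6229 genes without a site by -0.136. The difference was -0.045 for the 1676 genes with CTGAATT not followed by A, -0.024 for the 992 with TGAATTA only, and 0.0024 for the 2092 with the inner 6 bases only. These genes are also those in which the words were picked, so the kinds were compared again in held-out genes. In each part of the genes the 2 lowest words were TGAATTA and CTGAATT. In the 5764 genes held out from the first pick, the difference was -0.138 for the 287 genes with the 8-base site and -0.053 for the 825 with CTGAATT only (8-base below 7-base, permutation test, 1-sided, p = 0.0007). In the 5763 held out from the other pick, it was -0.133 for 251 genes and -0.036 for 851 (permutation test, 1-sided, p = 0.0002).

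Base composition was tested as another source, and the values argue against it. When the word was picked in 5763 genes, it was TGAATTA, with a statistic of -4.03 in the 5764 others, and 0 of its 139 rearrangements were as low there. When picked in the other part, it was CTGAATT, with -5.16 and 0 of 419 rearrangements as low. A candidate explanation is that the guide strand in the si-STRIP2 cells begins with the reverse complement of CTGAATTA and lowered many transcripts slightly. A natural microRNA with this seed, raised in si-STRIP2 cells, was not tested and stays open.

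Such pairing could account for only a part of the changes. Among genes with no site, 59.7% were called (21.6% lower, 38.2% higher), against 69.0% of genes with the 8-base site (53.7% lower, 15.2% higher). Genes with the site were called lower more often, but calls in both directions were also frequent without a site. These shares were not adjusted for 3′ UTR length, expression level or dinucleotide content. Of the 184 genes in this set that fell at least 2-fold, 71 (38.6%) had a 7-base or 8-base site, against 27.8% of all genes in the set. LCN2 has neither word in any of its 7 transcripts, and the lowest statistic among words that it does carry was -3.12, within the range of the permutations. The tables thus argue against direct seed pairing for the fall of LCN2, and an indirect route stays open.

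SLC7A11 carries the 8-base site in its 3′ UTR. Of the 538 genes with that site, 7 fell as far as SLC7A11 (1.30%, against 0.594% of genes without a site), so that its log2 fold change of -1.26 was far larger than the site usually accompanied. The other 30 genes of the ATF4 list also tended to fall (median -0.15, 19 of 30 lower). Camera on edgeR z scores with the preset correlation gave them an adjusted p of 0.00470 over the 15 lists. With the correlation estimated from the data, 0.099, the list including SLC7A11 did not pass (camera p = 0.0573, adjusted p = 0.123). The set result thus depends on the correlation assumed. Lower output of a part of the ATF4 targets may contribute to the fall of SLC7A11, but these values do not decide it. The list did not move as one, since 7 of its genes were called higher. Among these, chosen after their values were seen, were ATF4 itself (0.25), PHGDH (0.43), ASNS (0.24), SHMT2 (0.20) and PSAT1 (0.16), which goes against a uniform loss. Which share of its fall belongs to the site cannot be told apart here, since a single gene gives no distribution.

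LCN2 is also an NF-kB target, and CXCL8 of the same list fell with it. Without LCN2, the NF-kB list had a median of -0.18 with 15 of 21 genes lower, and its camera p adjusted over the 15 lists was 0.0677. Of these 21 genes, 10 were called lower and 2 called higher. The pathway term NF-kappa B signaling pathway passed (camera adjusted p = 0.0331 over the 320 terms). Of its 72 tested genes, 46 were lower, with a median of -0.16. Lower NF-kB output may underlie the fall of LCN2, but these values do not decide it.

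Immediate early genes and ligands of the EGF receptor, chosen after their values were seen, fell together. The log2 fold change was -2.01 for FOS, -1.45 for EGR1, -1.54 for AREG, -1.19 for EREG and -1.43 for HBEGF, each with an edgeR adjusted p of at most 1.10e-15. Of 10 other genes that report the output of the MAPK pathway, 9 were lower, with a median of -0.23 (camera on edgeR z scores, adjusted p = 0.00182 over the 3 lists written after the data were seen). The exception, ETV4, was higher by 0.19. FOSL1, another target of this pathway, was higher by 0.41, which goes against a uniform loss. The pathway term MAPK signaling pathway did not pass (camera adjusted p = 0.101 over the 320 terms). The term ErbB signaling pathway passed and was lower (camera adjusted p = 0.0433). Lower MAPK output may be part of the response, but these values do not decide it.

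HSPA8 and DNAJA1 (log2 fold change 1.03, chosen after its value was seen) rose, and 14 of 14 other heat shock genes rose with them (median 0.70, camera on edgeR z scores, adjusted p = 3.67e-11 over the same 3 lists). HSP90AB1 went from a mean of 849 to 1656 FPKM and HSP90AA1 from 348 to 715. The mitochondrial chaperone genes HSPD1 and HSPE1 rose by 0.77 and 0.63 on the log2 scale. HSPA1B rose by 1.06 from a low level, and DNAJB1, a gene readily induced by heat shock, rose by only 0.22. In contrast, SEL1L (-1.15) and GFPT1 (-1.30), also chosen after their values were seen, fell. Of 17 other genes of the unfolded protein response of the endoplasmic reticulum, 13 were lower (median -0.20, camera on edgeR z scores, adjusted p = 0.000477 over the same 3 lists). HSPA5 fell from 418 to 231 FPKM, and XBP1 had a log2 fold change of -0.75, while CALR, SDF2L1, EDEM1 and SYVN1 were higher. The pathway term Protein processing in endoplasmic reticulum did not pass (camera adjusted p = 0.137 over the 320 terms). A hypothesis from the single genes and lists is that cytosolic and mitochondrial chaperones rose while output of the endoplasmic reticulum response fell. A difference in the handling of the cultures stays open, since the labels do not say how the cultures were set up.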
